A study of Arabidopsis thaliana with 20 samples.

How the data were processed

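The series holds poly(A) RNA sequencing of whole Arabidopsis thaliana seedlings of 5 genotypes at 2 temperatures, with 2 replicates in each of the 10 groups and 20 libraries in all. Per the labels' protocols, seedlings were grown in short days at 21 °C, and at 5 days of age the warmed groups were moved to 27 °C for 4 h, from 4 to 8 h after lights on (ZT4 to ZT8). The time of day at which the 21 °C seedlings were collected, and whether a replicate was a separate batch of plants, are not stated in the labels. Per the labels' protocols, RNA was treated with DNase, 1 µg went into each library, and libraries were made with NEBNext poly(A) selection and Ultra II reagents. Each sample's group and replicate number were taken from its title.

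The authors counted reads per gene with featureCounts 2.0.3, per the file headers, against the Araport11 gene and transposon annotation. The deposited counts are whole numbers, not normalised, in 5 tables of 36799 genes with 4 libraries each. The headers record the paired-end option without the option that counts read pairs, and no strand option. Both mates of a fragment were therefore counted singly, and between 78.2% and 83.6% of the counts from 5 to 50 were even, where single independent reads would give about 50%. Counts hence overstate the number of fragments, antisense and overlapping genes are not separated, and genes with near-identical copies are uncertain. The aligner and the genome sequence are named neither in the headers nor in the labels. The column names of the count tables read 22 and 28 where the labels read 21 and 27. The 2 were taken as the same pair of conditions, since each column name matched 1 sample's genotype and replicate, the cooler column was set to the cooler label, and the authors' deposited fold changes followed the ratio of those columns. No per-sample column was left unmatched (0 columns).

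The authors also deposited, for each genotype, a table of DESeq2 results for 27 against 21 °C, with a log2 fold change and an adjusted p-value per gene. Its model and filters are not stated. Across genes, the deposited log2 values correlated with the log2 ratio of the counts at r of at least 0.9998 in every genotype. Only the numbers of calls were taken from these tables, and every other value was computed from the counts. The exon length per gene in the count tables, as deposited by the authors, was used for a length correction. Coordinates are those of the authors' count tables; 36620 of the loci (99.5%) matched the reference gene table, and 99.5% of these had the identical start and end. Gene symbols come from that table, in which LHP1 is listed as TFL2.

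Genes were kept with edgeR's filterByExpr by group, which left 21987 genes. Counts were scaled with the TMM method and fitted with edgeR 4.0.16 in R 4.3.3 as a quasi-likelihood model with a mean for each of the 10 groups and all 20 libraries. All groups share a single estimate of the spread, with 10 residual and 59.6 prior degrees of freedom. Tests were two-sided, p-values were adjusted with the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p under 0.05. CPM, the count scaled to a common library total, was computed with the TMM library sizes. The comparisons were 27 against 21 °C in each genotype and averaged over genotypes, each mutant against wild type at each temperature, the difference of the warming response between mutants and wild type and between the double mutant and each single mutant, and a joint F test of 4 such differences.

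The genes called for warming averaged over the 5 genotypes gave a common induced and a common repressed set. Under other settings that refit all libraries, these sets were redrawn from the calls of that fit. The median difference of response over each set was tested with fry from limma 3.58.1, adjusted over 8 set tests. The 6 fixed lists, with 63 members in all, were tested in the same way over 20 tests, namely growth and auxin, heat, ethylene, polycomb, morning clock and afternoon clock genes. Of the members, 5 were under the count filter. The genes named follow a fixed rule: the 5 loci of the mutated genes and INO80, the 2 largest increases and decreases per warming or 21 °C comparison among called genes with at least 2 CPM and replicates that do not overlap, the 3 smallest p-values per response comparison, and the members of the lists. The groups, the tests, the lists, the rule and the first set of other settings below were fixed before the data were examined.

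Total counts per library lay between 24153109 and 47566071, with 22997 to 24749 genes at 1 count or more. Genes annotated as ribosomal RNA took 0.89% to 3.05% of counts, AT3G06365, which lies beside such genes on chromosome 3, took 3.15% to 10.02%, organelle genes 0.84% to 1.61%, and the 10 most abundant genes 11.5% to 22.1%. For a gene without counts in a group, the fold was computed against 3 counts and is given as at least that fold. Mates were counted singly, so 3 counts are fewer than 3 read pairs. These folds are thus higher than a bound against 3 read pairs would be. For 1 to 6 counts the ratio of counts is given with an exact 95% interval on read pairs. Those intervals and folds cover counting error only, since reads without molecular identifiers are not independent molecules.

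The procedure was tested on simulated counts drawn from the real means and library sizes with 200 genes changed by 1 log2 unit. It recovered 94.5% of them for warming in wild type over 21715 genes and 86% for the difference of response between ein2 and wild type over 21708 genes. For ein2 against wild type at 21 °C it recovered 95% over 21696 genes. False calls made up 2.58%, 6.01% and 5.94% of the calls, in that order. The values of 6.01% and 5.94% lie above the adjusted p threshold of 0.05. In unchanged groups the 21 tests gave 0 calls, with 891 to 1251 of 21987 genes at an unadjusted p under 0.05 in each, and 3.5% of 200 random sets had an unadjusted p under 0.05. The simulated spread was a variance to mean ratio of 2.82 at all counts, taken from the deposited replicates. In these the ratio rose with abundance, reaching 9.95 at 2000 to 20000 counts in ein2 lhp1 at 27 °C. The shares therefore do not cover abundant genes or variation that the replicates do not hold. Changed genes were drawn above a minimum mean count, so recovery at low counts was not tested.

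The first set of other settings was DESeq2's size factors in edgeR, no count filter beyond 1 count in any library, only the libraries of the groups compared, DESeq2 1.42.0 in place of edgeR, a minimum change of 1 log2 unit, no organelle genes, a gene length trend removed per library, the replicate number as a block with and without that correction, camera with an inter-gene correlation of 0.01 in place of fry, and leaving out each library in turn. Settings added after the data were seen were halved counts, no genes of the ribosomal RNA regions (6 genes) and a GC content trend removed per library, with GC values for 99.4% of the genes tested. DESeq2 replaced its parametric dispersion trend by a local one, and its joint test was a likelihood ratio test. Numbers and figures were prepared with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.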

Results

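The libraries compared wild type (Col-0), ein2 (allele ein2-5, mutated in the gene of the membrane protein EIN2, which carries the ethylene signal), ein3 eil1 (ein3-1 eil1-1, mutated in the genes of the transcription factors EIN3 and EIL1 downstream of EIN2), lhp1 (lhp1-3, mutated in the gene of LIKE HETEROCHROMATIN PROTEIN1, a chromatin protein of the polycomb system) and the ein2 lhp1 double mutant. The series title names LHP1, the chromatin remodeller INO80 and ethylene signalling in the response to warm temperature, so the comparisons ask how each genotype responded to 4 h at 27 °C and whether these responses differed. Each group had 2 replicates. Total counts ranged from 24153109 in ein3 eil1 at 21 °C, replicate 1, to 47566071 in the other replicate of that group.

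The replicates of a group differed by little more than read sampling. For genes with 20 to 100 counts, the ratio of variance to mean between replicates was 2.62 to 2.9 over the 10 groups, where counting both mates of each fragment alone brings the ratio to about 2. At 400 to 2000 counts it was 2.82 to 3.53. With the ratio at 20 to 100 counts taken as read sampling, the spread beyond it had a median over groups of 1.57% of the mean. Against a ratio of 2 that spread would be larger. Abundant genes of the ribosomal RNA regions differed by far more, with ratios of 271 to 18000 for the ribosomal RNA gene AT3G41768 and 923 to 76700 for the neighbouring AT3G06365. Correlations of log2 CPM between replicates were 0.9945 to 0.9966 across genes. No pair stood apart from the other pairs at low counts. In wild type at 27 °C, genes above 20000 counts had a ratio of 3.3, close to its 2.9 at 20 to 100 counts, and in the other groups that ratio was up to 27.7. The replicates were counted as 2 samples, as the labels give them. The p-values below are set against this small spread, and whether it includes differences between separately grown plants is not stated.

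**Figure D1:**
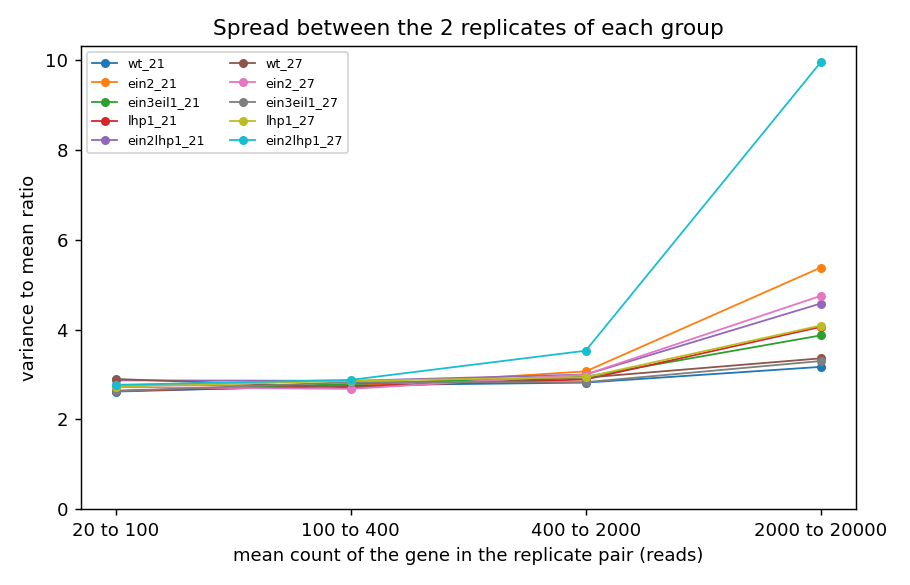
Variance to mean ratio between the 2 replicates of each group (vertical axis) against the mean count of the gene (horizontal axis, in bins of counts), with a line per group named by genotype and temperature in °C. The ratio lay between 2.62 and 2.9 at 20 to 100 counts in all 10 groups and reached 9.95 in ein2 lhp1 at 27 °C for genes with 2000 to 20000 counts.

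The mutated genes were examined first. EIN2 (AT5G03280, chromosome 5, 787428 to 793404) was at 68.5 ± 3.42 CPM (SD, n = 2) in wild type at 21 °C, 24.7 ± 1.79 CPM in ein2 and 24.1 ± 1.8 CPM in ein2 lhp1. The log2 differences from wild type were -1.47 ± 0.067 (SE) in ein2 and -1.51 ± 0.067 in ein2 lhp1, with adjusted p of 6.08e-31 and 3.34e-31 in edgeR's quasi-likelihood test. EIN3 (AT3G20770, chromosome 3, 7260429 to 7263384) fell from 81.8 ± 0.435 to 23.6 ± 1.33 CPM in ein3 eil1, a log2 difference of -1.81 ± 0.06 with an adjusted p of 1.2e-38 in edgeR. EIL1 (AT2G27050, chromosome 2, 11545656 to 11548293) fell from 55.1 ± 0.159 to 23.2 ± 1.37 CPM, a log2 difference of -1.24 ± 0.068 with an adjusted p of 5.96e-26 in edgeR. EIL1 also differed from wild type in ein2, by -0.66 ± 0.065 log2 units (adjusted p 8.97e-14, edgeR).

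LHP1 (AT5G17690, TFL2 in the gene table, chromosome 5, 5827142 to 5829763) was at 11.6 ± 0.772 CPM in wild type and 9.43 ± 0.146 CPM in lhp1 at 21 °C. That difference of -0.29 ± 0.13 log2 units was not called (adjusted p 0.0774, edgeR). At 27 °C LHP1 was at 14.6 ± 0.555 CPM in wild type and 7.4 ± 0.975 CPM in lhp1, a difference of -0.97 ± 0.13 (adjusted p 2.86e-09, edgeR). In ein2 lhp1 the differences were -0.84 ± 0.14 at 21 °C and -0.89 ± 0.13 at 27 °C, with adjusted p of 4.86e-07 and 5.08e-08 in edgeR.

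INO80 (AT3G57300, chromosome 3, 21199150 to 21207893) rose from 34 ± 2.45 CPM at 21 °C to 46.9 ± 0.664 CPM at 27 °C in wild type, by 0.46 ± 0.075 log2 units (adjusted p 4.03e-07, edgeR). It rose by 0.46 ± 0.077 in ein3 eil1 (adjusted p 8.8e-07, edgeR) and was not called in ein2 (-0.02 ± 0.08), lhp1 (0.13 ± 0.076) or ein2 lhp1 (-0.01 ± 0.085). The difference of response from wild type was -0.48 ± 0.11 in ein2, -0.33 ± 0.11 in lhp1, -0.47 ± 0.11 in ein2 lhp1 and 0 ± 0.11 in ein3 eil1. The first 3 had adjusted p of 0.000476, 0.019 and 0.00142 in edgeR's quasi-likelihood test, and the last 0.996. INO80 has a long transcript (5305 bp of exons). With a gene length trend removed, its rise in wild type was 0.16 and not called, and the differences in ein2, lhp1 and ein2 lhp1 became -0.15, -0.14 and -0.16, none of them called. The difference in ein2 lhp1 was -0.29 without replicate 1 and -0.69 without replicate 2 of ein2 lhp1 at 27 °C, and its warming change 0.17 and -0.23.

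**Figure D2:**
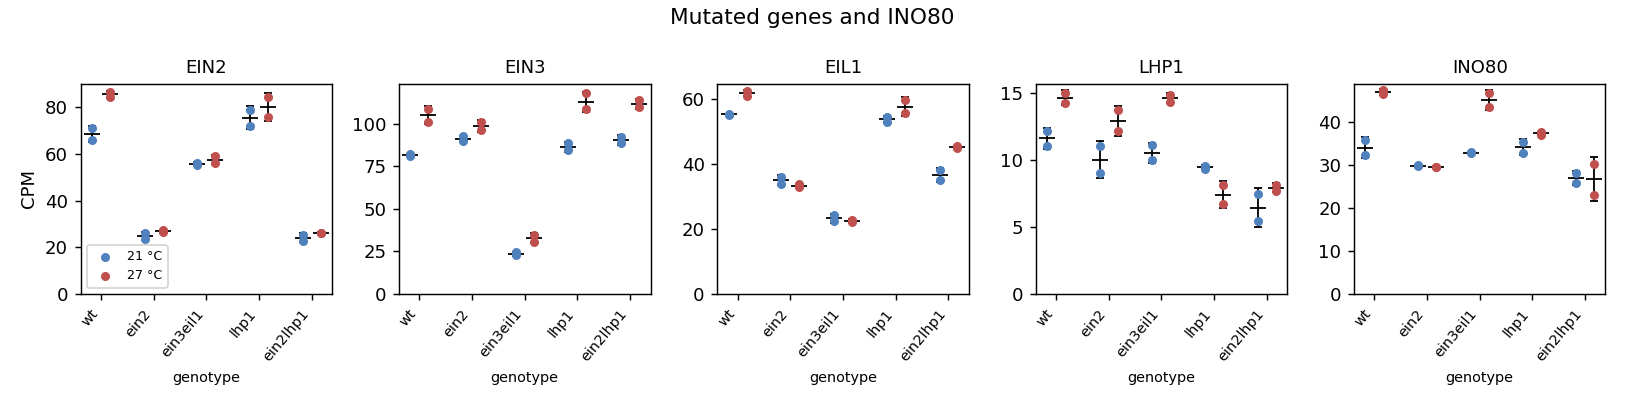
CPM (vertical axis) of EIN2, EIN3, EIL1, LHP1 and INO80 in each genotype at 21 °C (blue) and 27 °C (red), with a point per replicate, and the mean and SD of 2 replicates in black. EIN2 was lower in ein2 and ein2 lhp1 than in wild type, EIN3 and EIL1 were lower in ein3 eil1, and INO80 was at 46.9 CPM in wild type and 29.5 CPM in ein2 at 27 °C.

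Warming changed the transcript level of 8610 genes in wild type, 4137 of them higher and 4473 lower. The count was 5965 in ein2, 8083 in ein3 eil1, 6972 in lhp1 and 6382 in ein2 lhp1, and 12086 genes were called on the average over genotypes. Most changes were small: the median size among called genes was 0.42 log2 units in wild type, and 719 of the 8610 changed by at least 1 log2 unit, 282 higher and 437 lower. The alternative that moved these counts most was that minimum of 1 log2 unit. With a gene length correction 7432 genes were called in wild type, 6138 of them among the 8610. In the authors' deposited tables, the adjusted p-value was under 0.05 for 7865 genes in wild type, 3633 in ein2, 5719 in ein3 eil1, 4906 in lhp1 and 3469 in ein2 lhp1.

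In wild type, ASN1 (AT3G47340) rose the most of the genes named, from 2.09 ± 0.201 to 38.6 ± 0.528 CPM (4.19 ± 0.13 log2 units, adjusted p 5.61e-41, edgeR), and FTM1 (AT1G43800) rose by 3.08 ± 0.15. ELIP2 (AT4G14690) fell from 76.2 ± 0.156 to 6.93 ± 0.304 CPM (-3.46 ± 0.088, adjusted p 7.8e-46, edgeR), and COR15B (AT2G42530) changed by -3.7 ± 0.19. In ein2, the small heat shock gene AT1G53540 rose by 4.32 ± 0.29 log2 units and ELIP2 changed by -3.06 ± 0.086. HSP21 rose from 0.0958 ± 0.0422 to 4.28 ± 0.833 CPM in ein2, and CSLA01 fell from 12.9 ± 0.583 to 0.263 ± 0.0715 CPM. In ein3 eil1, AT5G02540 rose by 3.03 ± 0.13 and ASN1 by 2.7 ± 0.095, while IRT1 fell from 14.8 ± 1.61 to 0.298 ± 0.141 CPM and the long non-coding RNA AT4G04565 changed by -3.96 ± 0.32. In lhp1, PGAZAT rose by 2.8 ± 0.33 and HSP17.6II by 2.55 ± 0.18, while the seed albumin transcripts SESA5 and SESA2 changed by -5.62 ± 0.29 and -5.54 ± 0.57. These albumin genes have close copies and share reads with them to an unknown extent. All 14 members of a list of seed maturation genes were higher in lhp1 at 21 than at 27 °C. Seeds or delayed seedlings in the lhp1 samples at 21 °C could therefore give these decreases, as could the mutation. In ein2 lhp1, ASN1 rose by 3.99 ± 0.14 and AT1G53540 by 3.65 ± 0.36, and IRT1 and ELIP2 changed by -3.16 ± 0.33 and -2.91 ± 0.1. With single libraries left out, these rises ranged from 3.52 to 4.72 for ASN1 and 3 to 4.83 for AT1G53540. The decreases ranged from -3.25 to -3.06 for IRT1 and -3.14 to -2.74 for ELIP2.

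The fixed lists were tested for warming in wild type. In the growth and auxin list, the members from SAUR19 to SAUR24 lie close together on chromosome 5. They may share reads, so the members need not be independent in this and the later tests of that list. The growth and auxin list had a median change of 0.69 log2 units with 16 of its 17 members higher (adjusted p 7.19e-10, fry), and 12 members were called over all genes tested and 13 adjusted over the list alone. The heat list had a median of 0.89 with 9 of 10 members higher (adjusted p 3.22e-10, fry), and 8 members were called over all genes and 8 adjusted over the list alone, 1 of them lower. The morning clock list (median 0.19, adjusted p 0.811, fry) and the afternoon clock list (median 0.06, adjusted p 0.0546, fry) were not called as sets, though single members moved both ways. Of the 4 morning members 2 were called over all genes and 2 adjusted over the list alone, and of the 6 afternoon members 4 and 4. The afternoon list was called with DESeq2's size factors (0.05), without genes of the ribosomal RNA regions (0.05), with the replicate number as a block (0.06) and, in the other direction, with a gene length trend removed, without or with that block (-0.11). The morning list was called with that trend removed, without or with the block (0.05).

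The warming response differed among genotypes for 9001 genes in the joint test. Against wild type, the response differed for 5309 genes in ein2, 2080 in ein3 eil1, 4537 in lhp1 and 3709 in ein2 lhp1. The response of ein2 lhp1 differed from that of ein2 for 2911 genes and from that of lhp1 for 3332 genes. Differences of at least 1 log2 unit were found for 414 genes in ein2, 241 in ein3 eil1, 353 in lhp1 and 343 in ein2 lhp1. With a gene length trend removed, 3515 genes were called in ein2, of which 2793 were among the 5309, and 2413 in ein2 lhp1.

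**Figure D3:**
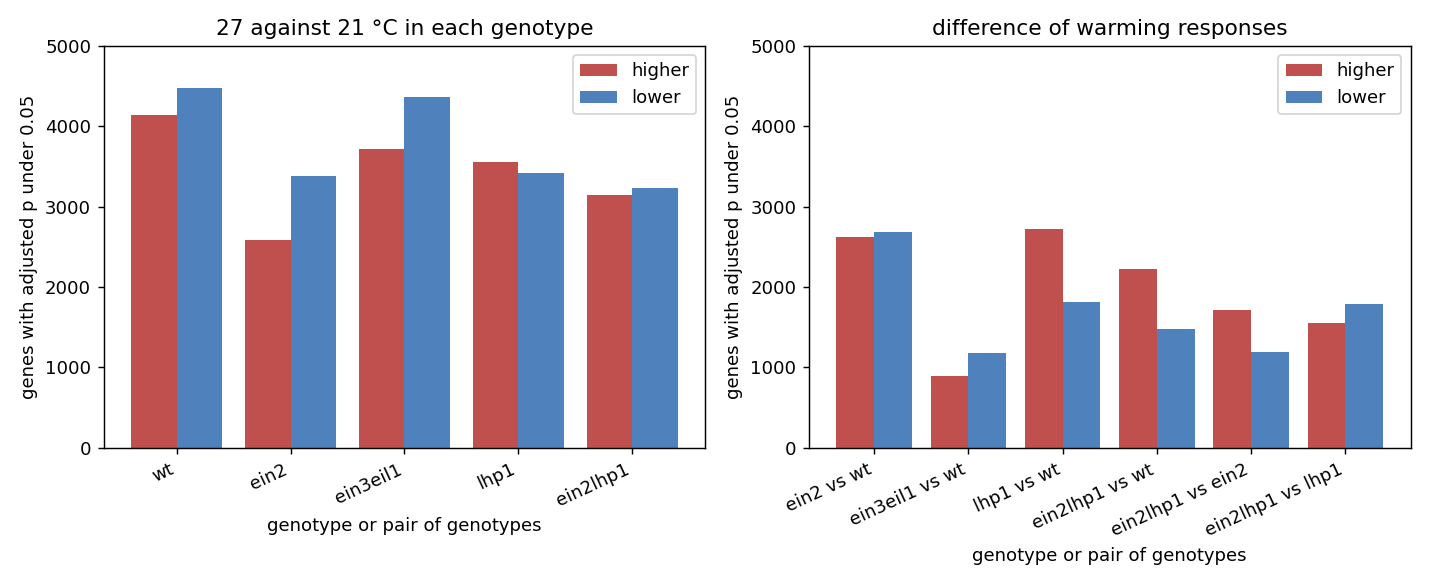
Number of genes with an adjusted p under 0.05 (vertical axis) that were higher (red) or lower (blue), at 27 against 21 °C in each genotype (left) and for the difference of warming responses between genotypes (right). Wild type had 8610 calls for warming and ein2 5965, and the response of ein2 differed from wild type for 5309 genes against 2080 in ein3 eil1.

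Of the 4137 genes induced in wild type, 1716 had a called weaker response in ein2, 573 in ein3 eil1, 1162 in lhp1 and 960 in ein2 lhp1. Of the 4473 repressed genes, 1993, 602, 1934 and 1644 did. These counts favour weaker responses, since the genes were chosen for their response in wild type. Among induced genes, 658 were weaker in both ein2 and lhp1, where 482 would be shared if the calls were independent, and 357 were also weaker in ein2 lhp1. All these comparisons share the wild-type libraries. Across 14742 genes, the differences of ein2 and of lhp1 from wild type correlated with r = 0.566, and simulated unchanged groups compared with shared wild-type libraries gave 0.49 over the 14769 genes at the same CPM minimum there.

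The common sets were drawn from the average over genotypes. The 5924 induced genes had a median change of 0.32 log2 units in wild type, 0.2 in ein2, 0.29 in ein3 eil1, 0.24 in lhp1 and 0.27 in ein2 lhp1. Relative to wild type, the median difference was -0.13 in ein2, -0.02 in ein3 eil1, -0.1 in lhp1 and -0.05 in ein2 lhp1, with adjusted p of 1.14e-08, 0.00308, 1.95e-06 and 0.000349 in fry. The response was lower in 64.2%, 53.1%, 62.1% and 55.5% of the genes. With a gene length trend removed, the sets were redrawn from that fit, where 10620 of the 12086 genes called on the average recurred. Over the redrawn induced set the medians were -0.04, 0.01, -0.06 and 0.01, in the same order. Changed members and changed values are not separated there. The sign of the median thus held in ein2 and lhp1 and reversed in ein3 eil1 and ein2 lhp1. In ein3 eil1 the set was also not called under camera (-0.02) or without genes of the ribosomal RNA regions (-0.01), and its median was -0.01 without replicate 2 of ein3 eil1 at 21 °C. The 6162 repressed genes changed by -0.35 in wild type, -0.23 in ein2, -0.34 in ein3 eil1, -0.23 in lhp1 and -0.25 in ein2 lhp1. The differences were 0.11 in ein2, 0.12 in lhp1 and 0.1 in ein2 lhp1 (adjusted p 1.26e-08, 7.55e-09 and 2.86e-08, fry), and 0.01 in ein3 eil1 (adjusted p 0.716, fry), where the median became 0 and the set was called with the length trend removed.

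**Figure D4:**
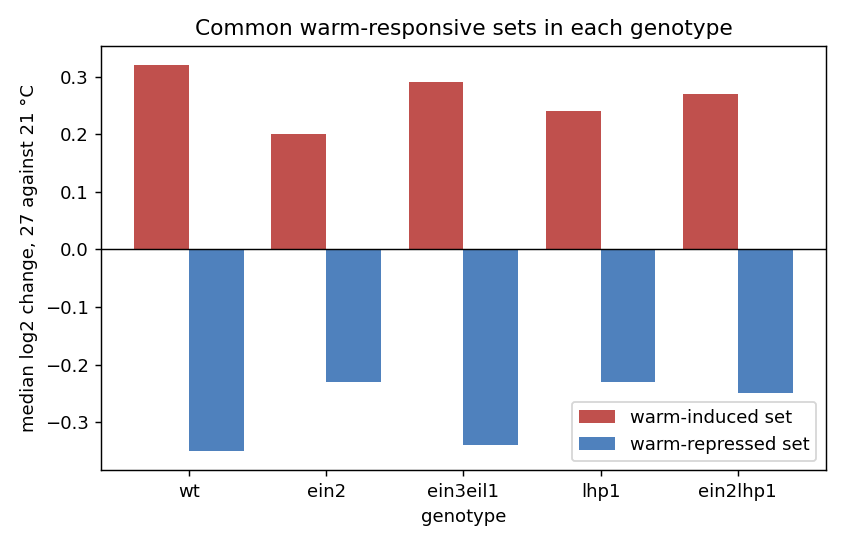
Median log2 change at 27 against 21 °C (vertical axis) over the 5924 genes of the common induced set (red) and the 6162 genes of the common repressed set (blue) in each genotype. The induced set changed by 0.32 in wild type and 0.2 in ein2, and the repressed set by -0.35 and -0.23.

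By the smallest p, the named differences of response included abundant photosynthesis transcripts. CAB1 (AT1G29930) fell from 21500 ± 188 to 13800 ± 28.1 CPM in wild type and from 19000 ± 7.02 to 17400 ± 239 CPM in ein2, a difference of response of 0.51 ± 0.021 (adjusted p 3.42e-31, edgeR). Its difference in lhp1 was 0.53 ± 0.021, and that of RBCS1A was 0.47 ± 0.02 in ein2 and 0.41 ± 0.02 in ein2 lhp1. CAB1 and RBCS1A have near-identical copies, so their counts are uncertain. PYK10 differed by -0.62 ± 0.027 in ein2. In lhp1, AT5G60390 and AT2G45180 differed by 0.77 ± 0.032 and 0.81 ± 0.035, the former again with near-identical copies. In ein3 eil1, LTP2 and ICL differed by -1.15 ± 0.038 and -1.35 ± 0.047, and TT4 by 1.08 ± 0.051. In ein2 lhp1, RAB18 (AT5G66400) rose from 124 ± 7.98 to 284 ± 9.19 CPM where it fell from 30.3 ± 2.23 to 10.6 ± 0.447 CPM in wild type, a difference of 2.71 ± 0.085 (adjusted p 6.58e-39, edgeR), and TT4 differed by 1.05 ± 0.05. Against ein2, the response of ein2 lhp1 differed by 1.15 ± 0.038 for ICL, 2.55 ± 0.097 for CRA1 and 1.15 ± 0.049 for AT3G02480. Against lhp1 it differed by 5.19 ± 0.1 for CRA1, 3.28 ± 0.074 for RAB18 and 6.02 ± 0.21 for CRU3.

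The growth and auxin list responded less in lhp1 than in wild type (median difference -0.31, 12 of 17 members lower, adjusted p 4.09e-05, fry). In that comparison PIF4 (AT2G43010) was at 66.7 ± 0.717 and 99.5 ± 1.55 CPM in wild type at 21 and 27 °C and at 75 ± 2.26 and 75.3 ± 5.2 CPM in lhp1, a difference of -0.57 ± 0.07 (adjusted p 3.58e-10, edgeR). The list differed by -0.21 in ein3 eil1 (adjusted p 0.000388, fry), -0.09 in ein2 lhp1 (0.00534) and 0.33 in ein2 (0.0129). In ein2 the value was -0.02 without wild type at 21 °C, replicate 2, 0.21 without ein2 at 21 °C, replicate 1, and 0.2 without ein2 at 27 °C, replicate 1. It was -0.04 with the length trend removed, and 0.2 and not called with a GC trend removed. In ein2 lhp1 it was 0.06 without wild type at 21 °C, replicate 1, and from -0.15 to -0.02 in the other fits that left out a library. In lhp1 it was -0.19 without lhp1 at 27 °C, replicate 2. Camera called the list in lhp1 alone among the 4 mutants. The heat list responded more in ein2 (0.3, adjusted p 7.43e-07, fry), ein3 eil1 (0.28, 0.000336) and ein2 lhp1 (0.42, 3.29e-06), and was not called in lhp1 (-0.22, 0.923). The value in ein2 lhp1 was 0.24 without ein2 lhp1 at 21 °C, replicate 2. HSP17.6II (AT5G12020) rose from 3.02 ± 0.137 to 7.39 ± 0.285 CPM in wild type and from 2.8 ± 0.0506 to 44 ± 0.504 CPM in ein2, a difference of 2.69 ± 0.25 (adjusted p 2.27e-14, edgeR). Growth list members called over all genes numbered 5, 5, 5 and 1 in ein2, ein3 eil1, lhp1 and ein2 lhp1, against 5, 5, 6 and 1 adjusted over the list alone. For the heat list they were 6, 3, 4 and 5, against 6, 5, 7 and 5 adjusted over the list alone.

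At 21 °C, the mutants differed from wild type for 7894 genes in ein2, 6928 in ein3 eil1, 6225 in lhp1 and 7427 in ein2 lhp1. At 27 °C the counts were 8373, 8053, 5879 and 10323. The replicates of ein2 lhp1 at 27 °C differed most at 2000 to 20000 counts. Their variance to mean ratio was 9.95, against 3.17 to 5.38 in the other groups. All groups share an estimate of the spread, which may be too small for abundant genes in comparisons with that group, warming included. At least 1 log2 unit was reached by 1016, 1066, 669 and 1159 genes at 21 °C and by 1018, 1394, 621 and 1687 at 27 °C. In lhp1 at 21 °C, 2777 of the 6225 were higher and 3448 lower, while 468 of the 669 were higher and 201 lower.

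The ethylene list was lower at 21 °C in ein2 (median -0.58, 9 of 11 members lower, adjusted p 2.57e-09, fry), in ein3 eil1 (-0.8, 11 of 11, 3.22e-10) and in ein2 lhp1 (-0.93, 8 of 11, 7.11e-10). In lhp1 the median was -0.09 with 6 of 11 members lower (adjusted p 0.000388, fry), 0.07 without wild type at 21 °C, replicate 2, and -0.05 without lhp1, replicate 1. Camera did not call it in lhp1. ETR2 (AT3G23150) was at 11.5 ± 0.358 CPM in wild type, 1.74 ± 0.151 in ein2, 0.818 ± 0.419 in ein3 eil1, 10.1 ± 0.264 in lhp1 and 1.14 ± 0.12 in ein2 lhp1. EBF1 (AT2G25490) differed from wild type by 0.81 ± 0.055 log2 units in ein2, 0.92 ± 0.055 in ein2 lhp1 and -0.8 ± 0.06 in ein3 eil1. Members called over all genes numbered 10, 8, 4 and 8 in ein2, ein3 eil1, lhp1 and ein2 lhp1, against 10, 9, 4 and 8 adjusted over the list alone.

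The polycomb list was higher in lhp1 (median 3.72, 10 of 10 members, adjusted p 8.27e-09, fry) and ein2 lhp1 (3.71, 10 of 10, 4.82e-09), and its median was the same with the 1 member at 0 counts in wild type set to its bound. It was 1.03 in ein3 eil1 (9 of 10 higher, adjusted p 0.000503, fry) and 0.24 in ein2 (0.811), or 0.11 with that bound. In ein3 eil1 the median was 1.64 without replicate 2 of ein3 eil1, and camera did not call the list. SEP3 (AT1G24260) was at 0.392 ± 0.0378 CPM in wild type, 1.22 ± 0.0179 in ein3 eil1, 20.7 ± 2.32 in lhp1 and 27.1 ± 1.28 in ein2 lhp1 at 21 °C. Members called over all genes numbered 0, 5, 7 and 8 in ein2, ein3 eil1, lhp1 and ein2 lhp1, and the same numbers were called adjusted over the list alone. In ein2, 2 of the 10 members tested had an unadjusted p under 0.05.

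**Figure D5:**
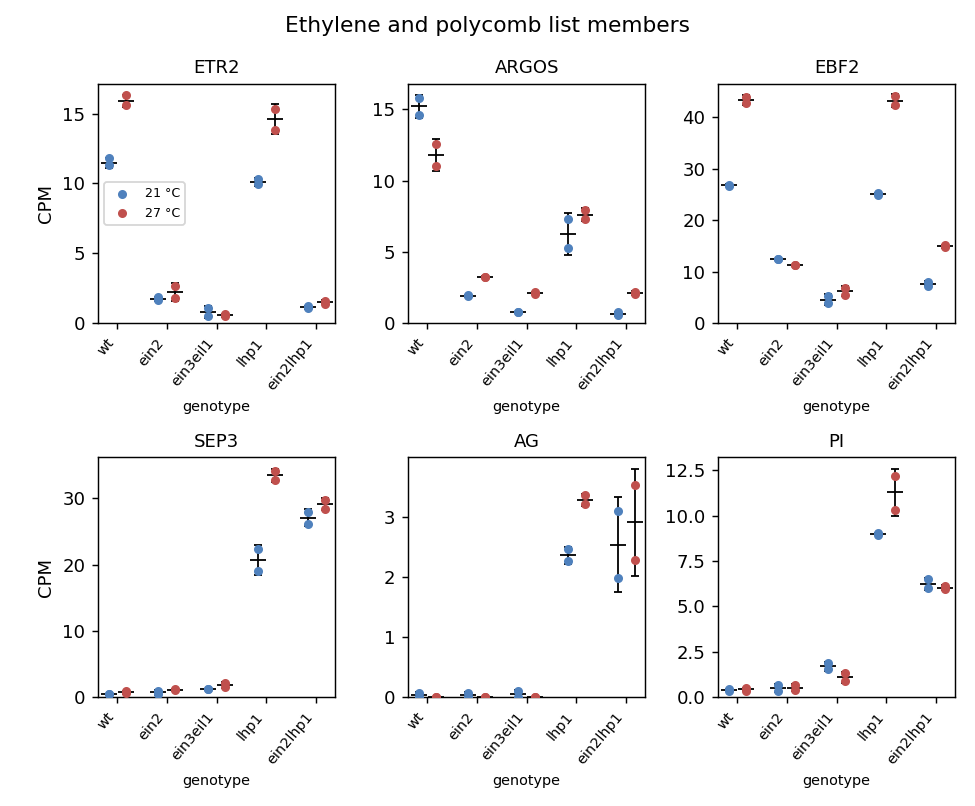
CPM (vertical axis) of the ethylene list members ETR2, ARGOS and EBF2 and the polycomb list members SEP3, AG and PI in each genotype at 21 °C (blue) and 27 °C (red), with a point per replicate, and the mean and SD of 2 replicates in black. ETR2 was at 11.5 CPM in wild type and 1.74 CPM in ein2 at 21 °C, and SEP3 at 0.392 CPM in wild type and 20.7 CPM in lhp1.

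Among the largest differences at 21 °C, several genes had few or no counts on one side. IRT1 (AT4G19690, chromosome 4, 10707344 to 10709015) had 0 counts in wild type and was at least 365-fold higher in ein3 eil1 and at least 206-fold higher in ein2 lhp1. AT4G05475 had 0 counts in wild type and was at least 335-fold higher in lhp1 and at least 374-fold higher in ein2 lhp1, and SESA1 was at least 182-fold higher in lhp1. In ein2, AT5G55410 was 361-fold higher than in wild type (95% interval 123 to 1760) and CSLA01 244-fold (67.1 to 2020). AT2G13547 was 78.9-fold higher in ein3 eil1 (26.6 to 386). The pseudogene AT2G05660 (chromosome 2, 2108121 to 2114699) was at 10.8 ± 0.108 CPM in wild type. It was 336-fold higher there than in ein2 (60 to 13300), 345-fold than in ein3 eil1 (61.6 to 13700), 207-fold than in lhp1 (57 to 1720) and at least 208-fold than in ein2 lhp1, though DESeq2 did not call it in ein2, ein3 eil1 or lhp1. AT5G50335 was at least 136-fold higher in wild type than in ein2, 105-fold than in ein3 eil1 (28.7 to 870) and 190-fold than in ein2 lhp1 (33.7 to 7520). AT5G15360 was 92.3-fold higher in wild type than in lhp1 (26 to 376).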

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

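The results here stand out because the warming response differed between genotypes by a test of the difference itself. The tests of library scaling, of the wild-type samples alone and of gene length as a cause were chosen after the results were seen, as was the GC test of single genes. The GC correction was added after the data were seen, with its outcomes for the joint test written down before its value. The tests on libraries that are not shared, of depth and of the state at 21 °C were written down before their values were seen.

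The joint test called 9001 genes. Against wild type, 5309 genes differed in ein2, 2080 in ein3 eil1, 4537 in lhp1 and 3709 in ein2 lhp1, and the double mutant differed from ein2 for 2911 genes and from lhp1 for 3332. A GC or a length trend as the whole cause is argued against, since the joint count was 8832 with a GC trend removed and 7752 with a length trend removed. Depth as the cause of fewer warming calls in ein2 is argued against. With every library thinned to the smallest total, wild type had 8108 calls and ein2 5677, a difference of 2431.

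A batch of growth or handling that touched single groups remains open. The effect of losing EIN2 on the warming response was measured on separate libraries, as ein2 against wild type and as ein2 lhp1 against lhp1. Across 14742 genes these differences correlated with r = -5e-04, and simulated unchanged groups gave -0.002 over 14769 genes. That is what was written down for a batch, while a loss of EIN2 that acts alike in both backgrounds would give a positive value. The loss of LHP1, measured as lhp1 against wild type and as ein2 lhp1 against ein2, gave r = -0.152, outside both outcomes that had been written down, and it cannot be told apart from that value whether a batch or a dependence of one mutation on the other is behind it. The effects of the genotypes themselves did recur on separate libraries, with r of 0.423 and 0.544 for loss of EIN2 at 21 and 27 °C and 0.312 and 0.43 for loss of LHP1. Genes are not independent replicates in these correlations. Epistasis between EIN2 and LHP1 may also give no correlation of the responses, and the labels give no batch by which the libraries could be divided. Whether a single difference of response depends on the genotype is therefore not settled by these data.

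The common induced set responded less than in wild type, by -0.13 in ein2, -0.02 in ein3 eil1, -0.1 in lhp1 and -0.05 in ein2 lhp1, and the common repressed set fell less, by 0.11 in ein2, 0.12 in lhp1 and 0.1 in ein2 lhp1. Library scaling would move both sets the same way and is argued against in ein2 (0.11 for the repressed set) and lhp1 (0.12). A deviation of the wild-type samples alone would move ein3 eil1 as well, where the repressed set differed by 0.01. With the length trend removed the sets were redrawn from that fit, so changed members and changed values are not separated. A gene length trend as the whole cause is argued against in ein2, where the redrawn induced set was lower at -0.04. It is also argued against in lhp1, at -0.06, both past the threshold. In ein2 the shift with the trend removed was -0.04 against -0.13. In ein2 lhp1 and ein3 eil1 the redrawn induced set was at 0.01 and 0.01. Those lower responses of the induced set may follow from the length trend, or the shift from the changed members. With the trend removed, the repressed set still differed by 0.09 in ein2, 0.1 in lhp1 and 0.07 in ein2 lhp1. These values argue against the length trend as the whole cause for the repressed set. Whether that trend arose in the libraries or in the plants was not tested.

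A state at 21 °C already shifted toward the warm state is another explanation of a smaller response. To avoid shared libraries, the mutant against wild type at 21 °C was taken from replicate 1 and wild-type warming from replicate 2. Both contrasts still subtract the wild-type group at 21 °C, so a deviation common to its replicates would also give a positive value. No value for unchanged groups is given for this correlation. The correlation across genes was 0.207 in lhp1, which may reflect such a shift or such a deviation. It was 0.091 in ein2, where no bound for a value near 0 had been set beforehand. The explanation cannot be told apart from its absence there. A biological difference between the genotypes stays open and untested for both.

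INO80 differed in its response by -0.48 in ein2, -0.33 in lhp1 and -0.47 in ein2 lhp1. With the length trend removed, the value in ein2 was -0.15 and no longer called, so the pattern may come from the trend that affects long transcripts in these groups.

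For the fixed lists, the growth and auxin list differed by 0.33 in ein2, -0.21 in ein3 eil1, -0.31 in lhp1 and -0.09 in ein2 lhp1, and the heat list by 0.3 in ein2, 0.28 in ein3 eil1 and 0.42 in ein2 lhp1. The growth value in ein2 moved to -0.04 with the length trend removed, so a higher response there may come from the trend. It was -0.02 without wild type at 21 °C, replicate 2, and the value in ein2 lhp1 was 0.06 without wild type at 21 °C, replicate 1. It was -0.19 in lhp1 without lhp1 at 27 °C, replicate 2, and the heat value in ein2 lhp1 was 0.24 without ein2 lhp1 at 21 °C, replicate 2. The heat value in ein2 became 0.51 under the length correction, which argues against length as its cause. HSP17.6II alone differed by 2.69 in ein2, 1.87 in ein2 lhp1, 1.61 in ein3 eil1 and 1.26 in lhp1. The value in ein2 lhp1 was 1.07 and 3.98 without replicate 1 and replicate 2 of ein2 lhp1 at 21 °C.

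Single genes with differences of response included CAB1 (0.51 in ein2 and 0.53 in lhp1), RBCS1A (0.47 in ein2 and 0.41 in ein2 lhp1), PYK10 (-0.62 in ein2), LTP2 and ICL (-1.15 and -1.35 in ein3 eil1), AT2G45180 and AT5G60390 (0.81 and 0.77 in lhp1) and TT4 (1.08 in ein3 eil1 and 1.05 in ein2 lhp1). RAB18 differed by 2.71 in ein2 lhp1 against wild type and by 3.28 against lhp1, CRA1 by 5.19 against lhp1 and 2.55 against ein2, CRU3 by 6.02 against lhp1, and ICL and AT3G02480 by 1.15 each against ein2. With HSP17.6II these make 22 differences, and all 22 stayed called in the same direction with the GC trend removed and with the length trend removed, which argues against either trend as their whole cause. The batch explanation above applies to them too. CRA1, CRU3 and RAB18 are members of a list of seed maturation genes, and seeds or delayed seedlings in some samples could also give their differences. RAB18 went from 115 to 27 CPM in lhp1 and from 124 to 284 CPM in ein2 lhp1.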

How the results depend on the processing

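Halved counts, the removal of ribosomal RNA region genes, the GC correction and the settings applied to single named genes, except leaving out libraries, were added after the data were seen; the other settings were planned. Among the 21 counts of called genes, each stayed within 1.5 times its value under DESeq2 (98.3% to 106.6%), DESeq2's size factors in edgeR (99.1% to 101.1%), no count filter (96.1% to 99.9%), no organelle genes (99.3% to 102.2%), halved counts (96.7% to 107.7%), no ribosomal RNA region genes (97.7% to 101.1%), the GC correction (95.6% to 100.8%) and, for the 19 counts it applies to, a fit of only the groups compared (81.9% to 116.9%). Requiring at least 1 log2 unit left 4.4% to 17.3%. It left 719 genes for warming in wild type, 460 in ein2, 677 in ein3 eil1, 588 in lhp1, 536 in ein2 lhp1 and 528 on the average, and 904 in the joint test. For the difference of response it left 414 in ein2, 241 in ein3 eil1, 353 in lhp1 and 343 in ein2 lhp1 against wild type, and 306 and 410 for ein2 lhp1 against ein2 and lhp1. Against wild type it left 1016, 1066, 669 and 1159 genes at 21 °C and 1018, 1394, 621 and 1687 at 27 °C, in the order ein2, ein3 eil1, lhp1 and ein2 lhp1. That follows from the stricter criterion itself.

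With the gene length correction, the difference of response fell to 3515 genes in ein2, of which 2793 were among the 5309 called without it, and to 2413 in ein2 lhp1, of which 1970 were among the 3709. The share of higher calls went from 60% to 72% in ein2 lhp1. The common sets were redrawn from that fit. The induced set reversed to 0.01 in ein3 eil1, not called, and to 0.01 in ein2 lhp1, called. The common repressed set reached 0 in ein3 eil1, on the other side of 0 before rounding, and was called. These calls do not test the sign of the medians. The growth and auxin list reversed to -0.04 in ein2 and the afternoon clock list in wild type to -0.11, and the morning clock list became called at 0.05. The cause of the length trend was not tested. Of the single named genes, 5 lost their call under it: EBF1 in lhp1 at 21 °C (0.14), INO80 for warming in wild type (0.16) and INO80 for the difference in ein2 (-0.15), lhp1 (-0.14) and ein2 lhp1 (-0.16).

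Camera gave weaker calls for the induced set in ein3 eil1 (-0.02), the ethylene list in lhp1 (-0.09), the growth list in ein2 (0.33), ein3 eil1 (-0.21) and ein2 lhp1 (-0.09) and the polycomb list in ein3 eil1 (1.03). All list and set calls made with camera hold under fry. Without ribosomal RNA region genes the induced set in ein3 eil1 was -0.01 and not called, and the afternoon clock list was called at 0.05, as it was with DESeq2's size factors at 0.05. The GC correction left the growth list in ein2 at 0.2, not called. DESeq2 did not call AT2G05660 in 3 of the mutants. The causes were not tested.

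The replicate numbers do not pair the samples: over 45 pairs of groups, the correlation of same-numbered deviations lay between -0.063 and 0.033. With the replicate number as a block, the 21 counts kept 99.2% to 100.2% of their size, and the afternoon clock list was called at 0.06. The block alone changed no other call among the sets, lists and named genes. With the block and the length correction together, 3501 genes differed in response in ein2 and 2384 in ein2 lhp1. The induced set was at 0.01 in ein3 eil1 and 0.01 in ein2 lhp1, the repressed set in ein3 eil1 at 0 and not called, the growth list at -0.03 in ein2, and the afternoon and morning clock lists at -0.11 and 0.05.

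Leaving out each library in turn leaves an arm with 1 library, so values are given without a test. For the induced set, the median ranged from -0.13 to -0.12 in ein2, -0.03 to -0.01 in ein3 eil1, -0.1 to -0.09 in lhp1 and -0.06 to -0.04 in ein2 lhp1 over 8 fits each. For the repressed set it ranged from 0.1 to 0.12, 0 to 0.02, 0.12 to 0.13 and 0.08 to 0.11. The growth list ranged from -0.02 to 0.34 in ein2, -0.25 to -0.17 in ein3 eil1, -0.32 to -0.19 in lhp1 and -0.15 to 0.06 in ein2 lhp1. The heat list ranged from 0.27 to 0.44 in ein2, 0.22 to 0.28 in ein3 eil1, -0.25 to -0.16 in lhp1 and 0.24 to 0.46 in ein2 lhp1. The ethylene list ranged from -0.76 to -0.4 in ein2, -0.92 to -0.78 in ein3 eil1, -0.1 to 0.07 in lhp1 and -0.96 to -0.89 in ein2 lhp1, and the polycomb list from -0.22 to 0.48, 0.73 to 1.64, 3.63 to 4.72 and 3.38 to 5.12. The called values that changed sign were 0.07 for the ethylene list in lhp1 and -0.02 for the growth list in ein2, both without wild type at 21 °C, replicate 2, and 0.06 for the growth list in ein2 lhp1 without wild type at 21 °C, replicate 1. The polycomb list in ein2, which was not called, also changed sign, to -0.22 without wild type at 21 °C, replicate 2, and to -0.03 without ein2 at 21 °C, replicate 1. Among genes called in a comparison, at most 5 changed sign when any library was left out (ein2 lhp1 against wild type at 27 °C, without replicate 1 of ein2 lhp1). The polycomb medians rest on genes with few counts, which limits their precision.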

Other observations

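The clock and polycomb lists and their tests as sets were fixed before the data were examined, while the use of the clock lists for time of day and the tests of replicates, splits, wild-type genes, seed transcripts and lhp1 admixture were chosen after the results were seen, on the same data.

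The replicates of each group differed little. With the ratio of variance to mean at 20 to 100 counts taken as read sampling, they differed beyond it by a median of 1.57% (0.56% to 2.99% over the 10 pairs). Against the ratio of about 2 that paired mates give, these values would be larger. A total of 2 versions of a test for a single library deposited or sequenced a second time were run. The first took the ratio of variance to mean, from its median over genes above 20000 counts. It left the explanation open in wild type at 27 °C, with 3.3 against 2.9 at 20 to 100 counts, and gave up to 27.7 in other groups. The second took the abundant ribosomal RNA region genes AT3G41768 and AT3G06365, chosen after their values had been seen. Their ratio was at least 271 in all 10 pairs, and in wild type at 27 °C they changed by -22.1% and -24.1% from replicate 1 to replicate 2. A repeat of a single library would keep the share of abundant genes, so this argues against it. The evidence is weakest in wild type at 21 °C, where the 2 genes changed by 2.9% and 2.8%. Replicates taken from the same pool of seedlings or RNA cannot be told apart from large pools grown separately, since the labels do not say what a replicate is. If the replicates share a pool, the p-values do not cover variation between separate growths.

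The temperature contrast was compared with other splits of the 20 libraries. In a model of genotype plus the split, the temperature split called 9634 genes, and 1 of the 50 splits drawn, the real one, gave as many. The other 49 gave 0 calls each, with a median of 522 genes at an unadjusted p under 0.05 and a highest of 3406. Each of those splits leaves the change with temperature in the residual spread, which lowers its calls, and the median lies under the 1099 genes that make 5% of those tested. The comparison of splits is therefore a weak test.

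By fitted values, 6 genes in wild type stood at least 4 log2 units from all 4 mutants at both temperatures. For AT1G48990, AT1G54860, PYL13 and ATPXG2 this distance is not established, since they had 0 counts in all 4 wild-type libraries and few in some mutant groups. Set to 3 counts in wild type, their lowest fold over the 8 comparisons was 5.15, 3.87, 1.93 and 2.58, in that order. Against 3 read pairs these folds would be lower still, since mates were counted singly. With 0 counts set to 3 and 1 to 6 counts at the low end of the 95% interval of the ratio, 2 genes kept that distance, AT3G05170, higher in the mutants, and the pseudogene AT2G05660, lower in the mutants. A variant or expression state of the wt line (wild type) is a candidate explanation for these 6 genes, and cannot be told apart from effects shared by the mutations because a single wild-type line was sequenced. These genes were chosen after their values were seen.

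Seed storage transcripts were high in lhp1 at 21 °C. Of a list of 14 seed maturation genes, written down before this test but after CRA1, CRU3, RAB18, SESA1, SESA2 and SESA5 had been seen to differ, 14 were higher in lhp1 at 21 than at 27 °C, with CRA1 at 146 ± 1.86 CPM (SD, n = 2) against 9.42 ± 0.494. Seeds or delayed seedlings in those samples could give this, as could the mutation, and they cannot be told apart because lhp1 at 21 °C is a single group of samples. In ein2 lhp1 the direction was the opposite, with 13 of 14 members higher at 27 than at 21 °C, CRA1 at 56.7 ± 1.08 and 133 ± 8.29 CPM and EM1 at 33.1 and 120 CPM. In ein2 at 21 °C, CRA1 was at 86.3 ± 3.35 CPM, but the 5 2S albumins summed to 1.99 CPM where the proportions in lhp1 would need 36.1 CPM, which argues against the same admixture there, while OLEO2 was at 205 CPM in ein2 and 35.6 CPM in lhp1. The list was raised in all mutants at 21 °C: the number of the 14 members above wild type was 11 in ein2, 12 in ein3 eil1, 14 in lhp1 and 13 in ein2 lhp1. Less advanced seedlings in the mutants may explain this, and direct effects of the mutations give the same pattern, so the 2 cannot be told apart. At 21 °C wild-type seedlings had RAB18 at 30.3 CPM and every other member of the list below 3 CPM.

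The polycomb list was raised in ein3 eil1, where no such defect is named in the genotype. An admixture of lhp1 material was tested by the share of the lhp1 level that other genes raised in lhp1 and ein2 lhp1 reach in ein3 eil1, which would be 4.08% if it followed SEP3, while PI reached 15.2%. A total of 2 versions of this test were run. The first, over 23 genes at 5 CPM or more in lhp1 and at least 4 log2 units above wild type in lhp1 and ein2 lhp1 at 21 °C, gave a median share of 18.8%. The second, over 7 genes at 2 CPM or more and at least 2 log2 units above wild type at both temperatures, with little change in ein2, was drawn after that value had been seen. It gave 1.3%, which on its own would have argued against admixture. Because the second set was drawn after the first value, the first is kept as deciding. In each set 3 genes had a share under 1%. By the medians, admixture of lhp1 material cannot be told apart from an effect of the ein3 eil1 mutations, since the outcome changed with the genes chosen. Admixture would, however, bring every gene raised in lhp1 to at least the mixed share. The genes under 1%, found in the first set too, argue against an admixture large enough for SEP3 (4.08%) or PI (15.2%). An admixture under 1% stays open.

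The time of collection of the 21 °C seedlings is not stated, so warming in wild type might include a difference in time of day. The afternoon clock list changed by a median of 0.06 and the morning list by 0.19, and members of each moved both ways, with LHY at -1.32 ± 0.17 (SE) and PRR9 at 0.36 ± 0.093 in the morning list. The explanation cannot be told apart from an effect of warming, since every warmed sample was collected at ZT8.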
